A study of Mus musculus with 14 samples.

How the data were processed

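RNA was measured in 14 libraries of mouse brainstem tissue, an immunoprecipitate (IP) and a total homogenate (pre-IP) from each of 7 animals. Per the labels' protocols, RNA was purified on columns, libraries were made from polyadenylated RNA with SMART-Seq and Nextera XT kits, and the mice were Th-Cre crossed with Slc6a2-eGFP/Rpl10a. The deposited count table holds whole-number read counts per gene and library, not normalized, for 55421 mouse genes and 1 added human tau construct. The aligner, the counting program, the use of strand and the handling of reads with several matches are not stated. The deposited sample sheet gives the RNA integrity number, a quality score of the extracted RNA, the RNA concentration and the number of raw reads, per the file headers. Per the file headers, the sheet also gives the percent of reads of high quality and the GC percent of each library, and how these were computed is not stated. The header of the count table has 2 stray empty cells, so its columns were read by position. The tau construct counts equal those of the sample sheet library by library, which checks that reading.

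Gene symbols came from the deposited gene table. It had no entry for 3710 of the count table's entries, and 3669 of these were named from GENCODE release M21 by versioned identifier. Gene starts and ends were equal to GENCODE M21 (GRCm38) for 50973 shared identifiers and differed for 0. GC content was taken from the longest transcript of each gene in that release.

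Libraries were grouped by the labels for treatment and fraction. The animal letter in the sample titles pairs the fractions of an animal, and no other pairing was used. Sex entered only as the label gives it. Total counts ran from 41843489 to 65664551 per library, 76.4 to 85.3 percent of the raw reads. The floor was set at 3 counts, and it covers counting error only.

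The comparisons, the tests, the rule for naming genes, the 14 gene lists and the other settings listed first below were chosen before the data were examined. Tests across genes used the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the counts, with genes kept by filterByExpr, scaling by trimmed mean of M-values (TMM) and Benjamini-Hochberg adjustment, at a threshold of 0.05. The standard error of a log2 fold change was taken as its size over the square root of F. Tau IP was compared with EYFP IP, and tau pre-IP with EYFP pre-IP, each from its own libraries. IP was compared with pre-IP over all 14 libraries with treatment as an additive term, and the interaction of treatment and fraction was tested over the same libraries. Gene lists were tested with camera at an inter-gene correlation of 0.01. Enrichment of a list by the IP was the mean per animal of log2 IP CPM minus log2 pre-IP CPM (CPM, counts per 1e6 counts of the library) with a prior count of 2, compared between treatments by a two-sided exact permutation test over 35 splits.

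The rule named, among genes past the threshold with no overlap between the groups compared, the 5 with the largest changes in each direction, or 3 for IP against pre-IP, and where none passed in a direction, the 3 with the smallest p-values in it. Mapt, Rpl10a, the sex-linked genes and the noradrenergic list were reported in each comparison, as single values or as ranges. Outside the rule, the human tau construct was reported throughout, Hcrtr1, Ndufa4l2, Rpl30, Rps12 and Igkv19-93 were named after their values were seen, and the genes of pituitary hormones were listed before their test and after the Fshb counts were seen.

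The fits were tested on simulated counts drawn with the real gene means, dispersions and library sizes. In these counts 200 genes were changed by at least 2 on the log2 scale, up or down. edgeR recovered 88.5% of them for tau against EYFP in IP over 18759 genes, with 5.85% of its calls false, 99% in pre-IP over 18859 genes, 98% for IP against pre-IP over 18385 genes and 81.5% for the interaction over 20051 genes. DESeq2 recovered 92.5% in the IP comparison with 23.6% of its calls false. Over 20 simulations of 19472 genes, camera recovered a list shifted by 2 on the log2 scale in 20 and called 0 of 260 lists that were not shifted. These counts were drawn gene by gene, so false calls from correlated genes could not appear in them. Smaller changes and changes in genes of low expression were not simulated, so the shares recovered do not apply to them.

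Other settings, fixed beforehand, were the size factors of DESeq2, the Wald test of DESeq2 1.42.0, voom with sample quality weights in limma 3.58.1, no filter on low counts, a mean of at least 50 counts, leaving out each animal, the sex label or the library-number range (up to 11 against 17 and above) as covariate, all 14 libraries in a single fit, only the genes higher in IP, the animal as a block, each treatment alone, an inter-gene correlation estimated per list, and for list enrichment a prior count of 0.5, library totals without scaling and the median over the list. Settings chosen after seeing the data were the noradrenergic enrichment of each animal as covariate, TMM over the genes higher in IP, robust hyperparameters in edgeR, and for the lists only the genes higher in IP. EYFP transcripts were not analysed here.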

Results

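The data were 14 RNA sequencing libraries from the brainstem of 7 mice, made to ask how mutant human tau in the locus coeruleus changes the RNA that its noradrenergic neurons translate. The locus coeruleus (LC) is a small brainstem nucleus that supplies most of the noradrenaline of the forebrain. The mice carried Cre recombinase under the tyrosine hydroxylase promoter and a ribosomal protein L10a fused to green fluorescent protein under Slc6a2 (noradrenaline transporter) control, so that ribosomes of noradrenergic cells could be pulled out of a homogenate with the RNA bound to them, a method called translating ribosome affinity purification. At an age of 2 to 3 months they were infused in the LC with human tau carrying the P364S substitution (4 animals: B, C, L and M) or with enhanced yellow fluorescent protein (EYFP, 3 animals: H, I and K). Each animal gave an immunoprecipitate (IP) and a total homogenate taken before it (pre-IP). The groups were thus tau IP (n = 4), EYFP IP (n = 3), tau pre-IP (n = 4) and EYFP pre-IP (n = 3).

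Total counts assigned to genes ran from 41843489 to 65664551 per library, with a mean of 53323257 ± 6579361 (SD, n = 14). A gene was detectable in a library down to 3 counts, which corresponds to 0.0457 to 0.0717 CPM (counts per 1e6 counts of the library). This floor covers counting error only, as amplified reads without molecular identifiers are not independent molecules. Between 20813 and 25885 genes had at least 1 count. The RNA concentration of the IP was 1.70 ± 1.05 ng per microlitre in EYFP animals (SD, n = 3) and 0.400 ± 0.316 in tau animals (SD, n = 4). The RNA integrity number lay between 7.7 and 9 except in the EYFP IP library of animal I, where it was 4.2. Library-to-library Pearson correlations of log2 CPM were between 0.976 and 0.984 within tau pre-IP, between 0.978 and 0.984 within EYFP pre-IP, between 0.964 and 0.974 within EYFP IP and between 0.915 and 0.962 within tau IP. No pair of libraries of a group agreed within sampling noise: the lowest chi-square per degree of freedom over the 18 pairs was 26.9.

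Counts of the human tau construct were examined first because they test the labels. The construct had 116.7 CPM ± 50.9 in tau pre-IP libraries and 385 CPM ± 319 in tau IP libraries (SD, n = 4 each), against 2.56 CPM ± 4.23 in EYFP pre-IP and 2.39 CPM ± 3.61 in EYFP IP libraries (SD, n = 3 each). In counts, the tau libraries held from 3527 to 47177. The EYFP libraries of animals H and I held from 2 to 18, whereas both EYFP libraries of animal K held more, 408 in pre-IP and 398 in IP. Mouse Mapt (ENSMUSG00000018411.17, chromosome 11, 104231390 to 104332090 in GRCm38), the endogenous tau gene, had 322 CPM ± 78.0 in tau IP and 359 CPM ± 16.4 in EYFP IP libraries, a log2 fold change of -0.05 (SE 0.17, edgeR adjusted p 0.924). Its change in pre-IP was 0.23 (SE 0.14, edgeR adjusted p 1.0). The sex labels were compared with Xist and with the summed counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. The 6 libraries labelled male had 0 Xist counts. The other animals labelled female had at most 4 Y-linked counts per library and from 16 to 120 Xist counts. Animal M, labelled female, had 674 Y-linked counts and 0 Xist counts in pre-IP, and 1153 Y-linked and 21 Xist counts in IP. Rpl10a (ENSMUSG00000037805.15, chromosome 17, 28328471 to 28331033) was higher in IP than in pre-IP by 0.54 on the log2 scale (SE 0.14, edgeR adjusted p 0.00632). The files' count for Rpl10a cannot be split here between the endogenous gene and the tagged transgene.

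**Figure D1:**
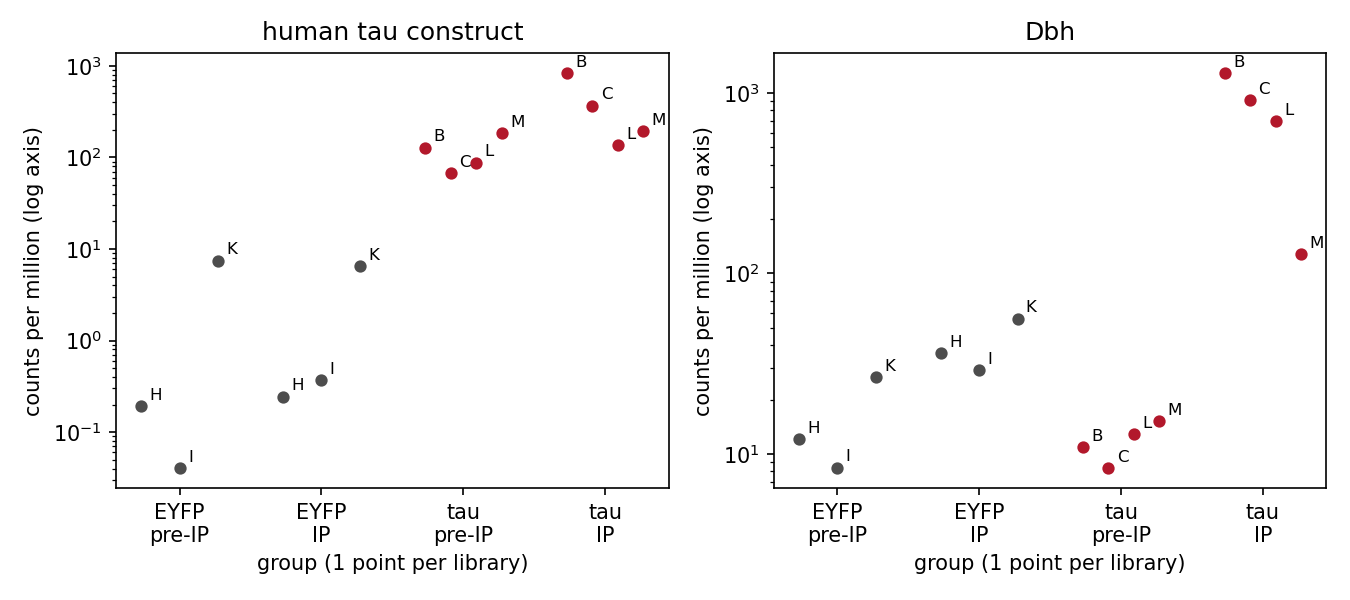
CPM (log axis) of the human tau construct and of Dbh in each of the 14 libraries, 1 point per library with its animal's letter, by treatment and fraction. The construct is far lower in EYFP than in tau libraries, with animal K highest among the EYFP libraries, and Dbh in the IP is above every EYFP IP library in all 4 tau animals.

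The IP was compared with the pre-IP over all 14 libraries, with treatment as an additive term, to measure what the immunoprecipitation enriched. Of 18792 genes tested, 5828 had an edgeR adjusted p-value under 0.05, of which 3067 were higher and 2761 lower in IP. With the animal as a block, which pairs the fractions of each animal, the count was 6119 (2998 higher and 3121 lower), and 5466 genes were called in both fits. Deviations from the group means correlated within animals (mean 0.22, range 0.15 to 0.36 over 7 animals). The alternative that moved the count most used the EYFP animals only and gave 1218 genes. By the rule fixed for naming genes, those with the largest changes past the threshold and no overlap between fractions were Gm50423, Dbh and Shisal2b among the higher and Tnn, Gm10629 and Gbgt1 among the lower. Dbh (ENSMUSG00000000889.8, chromosome 2, 27165233 to 27183200), which encodes dopamine beta-hydroxylase, rose by 4.24 (log2, SE 0.92, edgeR adjusted p 0.00259). The long noncoding RNA gene Gm50423 (ENSMUSG00000118262.1, chromosome 18, 81083064 to 81098084) rose by 4.95 (SE 0.77, edgeR adjusted p 0.00026), and Shisal2b (ENSMUSG00000042655.5, chromosome 13, 104845283 to 104863893) rose by 3.49 (SE 0.81, edgeR adjusted p 0.00407). Tnn (ENSMUSG00000026725.17, chromosome 1, 160085029 to 160153580) fell by 3.71 (SE 0.82, edgeR adjusted p 0.00297). The noncoding Gm10629 (ENSMUSG00000074113.4, chromosome 8, 106283307 to 106300017) fell by 2.47 (SE 0.69, edgeR adjusted p 0.012). Gbgt1 (ENSMUSG00000026829.9, chromosome 2, 28496891 to 28505415) fell by 1.73 (SE 0.63, edgeR adjusted p 0.0474) and passed 0.05 no longer with the animal block (adjusted p 0.0572). The noradrenergic list of 12 genes, which includes Dbh, Th, Slc6a2 and Slc18a2, was higher in IP, with log2 fold changes from 1.23 (Ddc) to 4.24 (Dbh) and edgeR adjusted p-values up to 0.0215. Cyb561 passed 0.05 no longer with the animal block (adjusted p 0.0543). In EYFP animals alone 2 of the 12, Th and Gal, passed 0.05, and Cyb561 had a log2 fold change of -0.01.

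The degree of this enrichment was then compared between treatments, with a single value per animal, the mean over the 12 noradrenergic genes of log2 IP CPM over pre-IP CPM. It was 3.40 ± 1.24 in tau animals (SD, n = 4) and 0.76 ± 0.14 in EYFP animals (SD, n = 3), a difference of 2.64. The values were 4.69 for B, 3.63 for C, 3.55 for L and 1.71 for M among the tau animals, and 0.74 for H, 0.91 for I and 0.63 for K among the EYFP animals, without overlap. The two-sided exact permutation p-value was 0.0571 over the 35 splits of the animals, where 0.0286 is the smallest the design allows, and 0.15 after Benjamini-Hochberg adjustment over the 14 lists. The difference thus did not pass 0.05. It was 3.34 among animals with library numbers up to 11 (B and C against H and I) and 2.00 among those from 17 (L and M against K), with too few animals in each range to test. The level of the list in the IP was higher in tau than in EYFP animals by 2.61 (two-sided exact permutation p 0.0571), while its level in pre-IP differed by -0.03 (two-sided exact permutation p 0.914). Leaving out animal M moved the difference most, to 3.20.

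**Figure D2:**
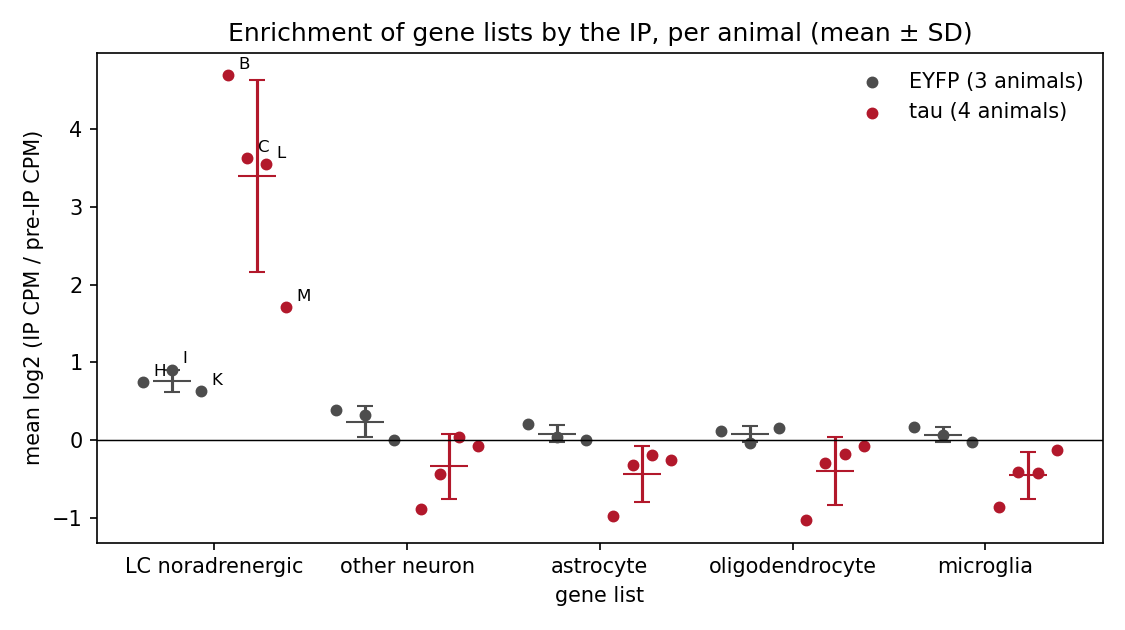
Mean log2 ratio of IP to pre-IP CPM over 5 gene lists, 1 point per animal, with the mean and SD of each treatment as a dash and a bar; letters name the animals for the noradrenergic list. Tau animals lie between 1.71 and 4.69 and EYFP animals between 0.63 and 0.91 on the noradrenergic list, and the astrocyte, oligodendrocyte and microglia lists lie near 0 in EYFP animals and below 0 in tau animals.

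The comparison named in the study's design is tau IP against EYFP IP. Of 19472 genes tested, 0 had an edgeR adjusted p-value under 0.05, and the smallest was 0.318. Without adjustment 2336 genes had p under 0.05, 1545 of them higher and 791 lower in tau. The groups did not overlap for 3034 genes (15.6%), where random splits give 5.71%. The result depended on the tool: DESeq2's Wald test called 320 genes (290 higher and 30 lower), and limma voom with quality weights called 0, with 2969 at unadjusted p under 0.05. The genes with the smallest p-values, none past the threshold, were Apol10a, Slc18a2 and Dbh among the higher and Igkv6-23, Pdcd1 and Esr2 among the lower. Dbh had 758 CPM ± 486 in tau IP and 40.6 CPM ± 13.9 in EYFP IP libraries, a log2 fold change of 4.36 (SE 0.72, edgeR adjusted p 0.318). Slc18a2 (ENSMUSG00000025094.8, chromosome 19, 59260896 to 59296012), which encodes the vesicular monoamine transporter, had 277 CPM ± 138 and 43.4 CPM ± 11.8, a change of 2.81 (SE 0.45, edgeR adjusted p 0.318). Apol10a (ENSMUSG00000050982.13, chromosome 15, 77477047 to 77491069) had 2.74 CPM ± 1.59 in tau IP and 0 counts in each EYFP IP library, so it was at least 44.1-fold higher (edgeR adjusted p 0.318). The immunoglobulin segment Igkv6-23 (ENSMUSG00000095630.2, chromosome 6, 70260409 to 70260955) had 0.193 CPM ± 0.0615 against 5.17 CPM ± 4.03, a change of -4.61 (SE 0.67, edgeR adjusted p 0.318), and is uncertain because it belongs to a family of similar segments. Pdcd1 (ENSMUSG00000026285.7, chromosome 1, 94038305 to 94052553) had 0 counts in every tau IP library and 0.708 CPM ± 0.285 in EYFP IP, so it was at least 11-fold lower in tau. Esr2 (ENSMUSG00000021055.14, chromosome 12, 76120419 to 76177259) had at most 2 counts per tau IP library and 0.665 CPM ± 0.240 in EYFP IP, at least 10.4-fold lower. The human tau construct, higher in every tau IP than in every EYFP IP library, had a log2 fold change of 7.45 (SE 1.36) and did not pass either (edgeR adjusted p 0.318). Across the fits that each left out an animal, its change ran from 6.6 to 10.5, with edgeR adjusted p from 0.0491 to 0.636. The 12 noradrenergic genes were all higher in tau IP, from 1.41 (Tfap2b) to 4.36 (Dbh). Adjusted over the 355 tested genes of the 14 lists alone, 15 passed 0.05, against 0 when adjusted over all genes. Among the 15 were Dbh, Slc18a2, Hcrtr1, Ndufa4l2, Rpl30 and Rps12.

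The same contrast in pre-IP was the background for the IP comparison. Of 19197 genes, 0 had an edgeR adjusted p-value under 0.05 and 545 (2.84%) had unadjusted p under 0.05, 111 higher and 434 lower in tau. The groups did not overlap for 598 genes (3.12%), against 5.71% for random splits. DESeq2 and limma voom also called 0, with 621 and 666 genes at unadjusted p under 0.05. Without a filter on low counts 44 genes were called. The human tau construct had the smallest p-value (log2 fold change 5.44, SE 1.06, edgeR adjusted p 1.0). It passed when animal K was left out, with a log2 fold change of 10.09 and an edgeR adjusted p of 9.29e-05. Next among the higher were Fshb (ENSMUSG00000027120.6, chromosome 2, 107056140 to 107059656), which had 9.53 CPM ± 16.4 in tau and 0.0440 CPM ± 0.0482 in EYFP libraries, with most of it in animal L, and Aldoart2 (ENSMUSG00000063129.1, chromosome 12, 55565239 to 55566896), at least 2.84-fold higher and uncertain because it resembles Aldoa. The lower genes were Ulk2 (ENSMUSG00000004798.14, chromosome 11, 61775649 to 61855073), which fell by 0.80 (SE 0.18), Arl5a (ENSMUSG00000036093.7, chromosome 2, 52397951 to 52424901), which fell by 0.78 (SE 0.19), and Rhoq (ENSMUSG00000024143.15, chromosome 17, 86963082 to 87000069), which fell by 0.75 (SE 0.19), each with an edgeR adjusted p of 1.0. Among the 44 genes called without a filter were the construct (edgeR adjusted p 4.09e-15), Fshb (2.63e-09), Ulk2 (0.00985), Arl5a (0.0102) and Rhoq (0.0184), each with adjusted p-values up to 1.0 under other alternatives. None of the 354 listed genes passed 0.05 when adjusted over the lists alone, and 6 had unadjusted p under 0.05.

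Gene lists fixed beforehand were tested with camera at an inter-gene correlation of 0.01. In the IP, 10 of 14 lists had an adjusted p-value under 0.05. The noradrenergic list was higher in tau (mean log2 fold change 2.85, 12 of 12 genes higher, camera adjusted p 1.8e-29), as were ribosomal protein genes (0.51, 80 of 81 higher, camera adjusted p 2.69e-32) and nuclear genes of oxidative phosphorylation (0.45, 83 of 96 higher, camera adjusted p 2.7e-23). Lower lists were those of other neurons (-0.56), astrocytes (-0.49), oligodendrocytes (-0.38), microglia (-0.41), immediate early genes (-0.52), LC receptors and channels (-0.25) and mitochondrially encoded genes (-0.52). In pre-IP, 3 lists passed, all higher in tau: ribosomal protein (0.16, camera adjusted p 1.46e-14), nuclear oxidative phosphorylation (0.14, camera adjusted p 3.21e-14) and mitochondrially encoded genes (0.22, camera adjusted p 0.000196). The setting that moved the IP count most was the correlation estimated for each list, under which 0 of 14 lists passed in either fraction, with smallest adjusted p-values of 0.213 in IP and 0.632 in pre-IP. Under that setting 1 list in IP and 1 in pre-IP had unadjusted p under 0.05. The pre-IP count moved most when animal K was left out, to 9.

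**Figure D3:**
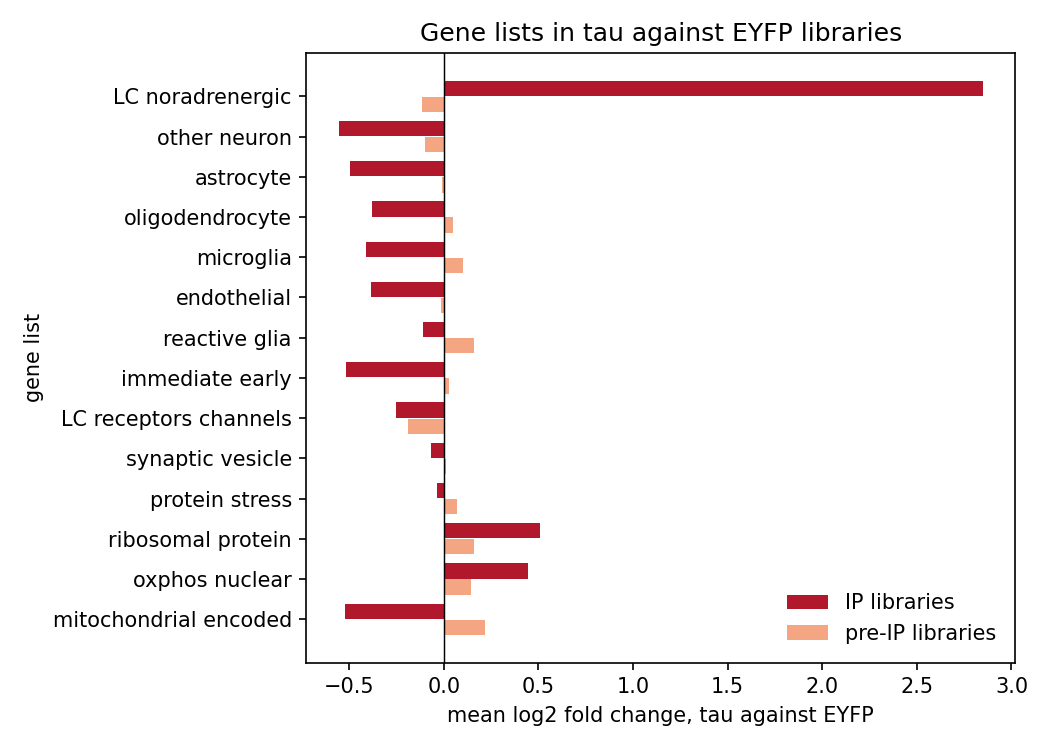
Mean log2 fold change of tau against EYFP over the genes of each of 14 lists, as bars from 0, for IP and pre-IP libraries. The noradrenergic list stands at 2.85 in IP and -0.11 in pre-IP, and the remaining lists lie between -0.56 and 0.51.

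Whether the effect of tau differed between the fractions was tested as the interaction of treatment and fraction. Of 20495 genes, 0 had an edgeR adjusted p-value under 0.05 and 1223 had unadjusted p under 0.05. With the animal as a block, the count was also 0, with 1744 at unadjusted p under 0.05. DESeq2 called 52 genes (47 higher and 5 lower) and the fit without a filter on low counts called 67. The smallest p-values belonged to Pdcd1 among the lower, followed by Rab11fip4os1 and G630093K05Rik, and to Shisal2b, Dbh and 5033406O09Rik among the higher, none past the threshold. The change of Dbh was 4.78 (SE 0.83, edgeR adjusted p 0.166) and that of Shisal2b 4.53 (SE 0.78, edgeR adjusted p 0.166). The noncoding 5033406O09Rik (ENSMUSG00000113769.1, chromosome 12, 111941991 to 111944484) changed by 3.64 (SE 0.63, edgeR adjusted p 0.166). Pdcd1, G630093K05Rik (ENSMUSG00000114959.1, chromosome 13, 47910435 to 47934301) and Rab11fip4os1 (ENSMUSG00000087434.1, chromosome 11, 79607079 to 79623163) had 0 counts in all tau IP libraries, so no interaction size is given, and Rab11fip4os1 is annotated as antisense and is uncertain because strand use in the counting is not stated.

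The tau construct, mouse Mapt, Rpl10a and the sex-linked and noradrenergic genes were followed through each comparison. The construct rose in IP against pre-IP by 1.09 (log2, SE 0.84, edgeR adjusted p 0.35), and its interaction was 2.02 (SE 1.59, edgeR adjusted p 0.867). Mapt changed by 0.23 in IP against pre-IP (SE 0.12, edgeR adjusted p 0.155), and its interaction was -0.28 (SE 0.24, edgeR adjusted p 0.876). Rpl10a changed by 0.56 in tau IP (SE 0.21, edgeR adjusted p 0.355) and by 0.14 in tau pre-IP (SE 0.13, edgeR adjusted p 1.0), with an interaction of 0.42 (SE 0.25, edgeR adjusted p 0.831). The noradrenergic genes ran from -0.50 (Slc6a2) to 0.17 (Th) in tau against EYFP pre-IP, with edgeR adjusted p-values of 1.0, and from 1.26 (Tfap2b) to 4.78 (Dbh) in the interaction, with edgeR adjusted p-values from 0.166 to 0.82. Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty ran from -2.21 (Xist) to 0.37 (Uty) in tau IP, from -1.31 (Xist) to 0.80 (Ddx3y) in tau pre-IP, from 0.32 (Xist) to 1.87 (Ddx3y) in IP against pre-IP and from -1.13 (Ddx3y) to -0.20 (Uty) in the interaction. The lowest edgeR adjusted p-value among these sex-linked genes was 0.33, for Ddx3y in IP against pre-IP.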

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

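The tests on the tau construct counts of animal K, the Y-linked counts of animal M, the IP library of animal B and Esr2 were chosen only after the result was seen, whereas the pituitary test was set down before its values were computed. Among 63 groups of 4 samples examined, 4 had a sample far from the others by Dixon's criterion, where chance gives 3.15, so their number is about what chance gives.

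Both libraries of EYFP animal K held counts of the human tau construct, 408 in pre-IP and 398 in IP, against at most 18 in the other EYFP libraries. Reads of mouse Mapt counted for the construct would give a similar ratio to Mapt in all EYFP libraries. The K libraries had 1.93 and 2.40 construct counts per 100 Mapt counts, the libraries of H and I at most 0.102, and the tau libraries at least 19.5, which goes against that explanation. Carry-over from libraries of L or M in proportion to their tau counts would bring at least 24.2 Y-linked counts into a K library, where 0 were seen in pre-IP and 3 in IP. Carry-over from B would bring 97.2 into the pre-IP and 18.1 into the IP library, which goes against it as well. Carry-over from animal C, which has hardly any Y-linked counts, would need 11.6% of the C pre-IP library's construct counts and cannot be told apart from expression of the construct in K. No biological explanation was tested.

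Animal M, labelled female, had 674 Y-linked counts in pre-IP and 1153 in IP, against at most 4 in the 6 libraries of the other animals labelled female. In CPM its Y-linked level was 10.9 in pre-IP and 22.1 in IP, below the ranges of the libraries labelled male, 19.1 to 30.5 in pre-IP and 38.3 to 102.3 in IP. An exchange of libraries with a tau animal labelled male would leave Xist counts in that animal, and the 4 libraries of B and L held 0 Xist counts in total. The IP library of M also held 21 Xist counts. A mixture of tissue from animals of both sexes that lowered the Y-linked level to that of M would bring at least 15.6 Xist counts into the pre-IP library, where 0 were seen, and at least 7.57 into the IP library, where 21 were seen. The fractions thus point to different answers, and the counts cannot be told apart from a mixture. No biological explanation was tested.

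Fshb had 34.0 CPM in the pre-IP library of tau animal L, where the next tau library had 3.64. Pituitary tissue in the dissection is a candidate source: of 5 other pituitary hormone genes (Gh, Prl, Cga, Tshb and Pomc), 5 were higher in both L libraries than in every library of the other animals. RNA from other cells thus remains as an explanation, and the Fshb difference between treatments cannot be told apart from it.

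The IP library of tau animal B had counts for 20813 genes, against 24075 to 24179 in the other tau IP libraries. Depth goes against the pattern, since its total was 56.2 (in units of 1e6 counts), above those of the other tau IP libraries. Its RNA concentration was the lowest of the IP libraries at 0.1 ng per microlitre, and a single library cannot separate low input from other causes. The astrocyte list was most depleted by the IP in the same animal, at -0.98 on the log2 scale against -0.32 to -0.20 in the other tau animals. That animal also had the strongest noradrenergic enrichment, 4.69, which cannot be told apart from the depletion of other cells' RNA with 1 animal.

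Esr2 had 0.0427 CPM in the IP library of tau animal C and 0 in the other tau IP libraries. This was 2 counts, under the floor of 3, so counting noise is sufficient.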

How the results depend on the processing

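The tests with the enrichment covariate, with TMM over the genes higher in IP, with robust hyperparameters and of the lists among the genes higher in IP were chosen only after the result was seen. The edgeR count of 0 genes for tau against EYFP in IP depended on the setting. DESeq2 called 320 genes (290 higher, 30 lower), all 14 libraries in a single fit 202 (176 and 26), no filter on low counts 113 (108 and 5) and only the genes higher in IP 39 (35 and 4). The genes higher in IP were taken from these same libraries, the tau IP libraries included. Settings that use them are thus not independent of the comparison. The fits that each left out an animal gave from 0 to 128, the last without M, where 126 were higher. Of the genes called, 187 of 202, 109 of 113, 36 of 39 and 123 of 128 were also called by DESeq2. In simulated data 23.6% of the calls of DESeq2 were false. The smallest adjusted p-value ranged from 8.23e-09 to 0.621 over 19 alternatives. RLE size factors, voom, a mean of at least 50 counts, the sex label and the library-number range gave 0, with 2326, 2969, 2198, 1814 and 2982 genes at unadjusted p under 0.05. Of the alternatives chosen after seeing the data, the enrichment covariate, TMM over the genes higher in IP and robust hyperparameters gave 0, with 849, 2718 and 2374 at unadjusted p. TMM over the genes higher in IP moved the median log2 fold change from -0.08 to -0.32 and the genes at unadjusted p under 0.05 from 1545 higher and 791 lower to 566 higher and 2152 lower, so the balance of directions depends on the scaling. Why the counts differed between settings was not tested.

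For pre-IP, no filter gave 44 genes (23 higher, 21 lower). The fits without an animal gave from 0 to 1. The cause was not tested. The gene without B was Igkv19-93 and the gene without K was hTauP364S. The interaction had 52 genes with DESeq2 and 67 without a filter, and from 0 to 56 across the fits that each left out an animal. For IP against pre-IP the count stayed between 3916 and 6625 except with EYFP animals only, 1218 (of which 1174 were in the fit of all libraries), and ran from 4291 to 5920 across the fits without an animal. With the animal as a replicate block it was 6119 in place of 5828, and the interaction stayed at 0 with 1744 at unadjusted p under 0.05. The block moved hTauP364S past the threshold (edgeR adjusted p 0.0433, range over alternatives 0.0122 to 0.962) and moved out Gbgt1 (0.0572, range 0.0234 to 0.303) and Cyb561 (0.0543, range 0.00231 to 0.986).

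With EYFP animals only, the IP against pre-IP change of hTauP364S was -0.16 and that of Cyb561 -0.0063, both reversed. With tau animals only, the change of hTauP364S was 1.82 and passed the threshold (edgeR adjusted p 0.0442). With voom the interaction of hTauP364S was -1.25. Under the enrichment covariate, chosen after seeing the data, Th was at -0.19, Ddc -0.25, Maoa -0.48, Cyb561 -0.24 and Tfap2b -0.83 in tau against EYFP IP. The covariate is the mean enrichment of the noradrenergic list, to which these genes belong. A fall of their changes thus follows from how it is made and tests nothing. The cause of the other reversals was not tested. Mapt in IP ran from -0.21 to 0.015 across the fits without an animal.

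For the gene lists, the inter-gene correlation estimated per list left 0 of 14 in IP and 0 of 14 in pre-IP, with 1 list in each at unadjusted p under 0.05. Both chosen after seeing the data, the enrichment covariate gave 5 lists in IP, of which 2 were among the 10 and both were reversed, and only the genes higher in IP gave 4 of 6 lists, all 4 among the 10. Under the covariate the noradrenergic list (0.23), ribosomal protein genes (0.15) and nuclear oxidative phosphorylation genes (0.041) no longer passed, and reactive glia, synaptic vesicle and protein stress passed. For the noradrenergic list this follows from the covariate, which is that list's own mean enrichment. Leaving out an animal gave from 9 to 11 lists in IP and from 3 to 9 in pre-IP. Under the enrichment covariate these IP lists were reversed: other neurons 0.37, astrocytes 0.23, oligodendrocytes 0.54, microglia 0.18, reactive glia 0.67, immediate early genes 0.13, LC receptors and channels 0.081 and mitochondrially encoded genes 0.54. LC receptors and channels were at 0.43 among the genes higher in IP. With the sex label, reactive glia were at 0.030 in IP, and astrocytes at 0.022 and endothelial genes at 0.016 in pre-IP. The cause was not tested. Across the fits without an animal, reactive glia ran from -0.28 to 0.10 and protein stress from -0.13 to 0.013 in IP. Mitochondrially encoded genes ran from -0.76 to -0.13 in IP across these fits, with camera adjusted p up to 0.225. Their pre-IP values ran from 0.0091 to 0.58, with camera adjusted p up to 0.852. In pre-IP astrocytes ran from -0.097 to 0.155, immediate early genes from -0.014 to 0.074, synaptic vesicle from -0.024 to 0.083, oligodendrocytes from -0.053 to 0.17, endothelial from -0.11 to 0.056, protein stress from -0.011 to 0.14, the noradrenergic list from -0.23 to 0.20 and other neurons from -0.27 to 0.31.

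The difference in noradrenergic enrichment stayed between 2.44 and 2.64 under a prior count of 0.5, library totals and the median over the list, with the exact permutation p at 0.0571, and between 2.20 and 3.20 without an animal, where the exact permutation p ran from 0.0667 to 0.1 and no p under 0.05 can be reached. In all, cases above included, shifts across the adjusted threshold of 0.05 with the direction kept were counted. Named genes moved past it in 87 cases and out of it in 20 under the other settings. Without an animal they moved past it in 30 cases and out of it in 10. Lists moved past it in 4 cases and out of it in 18, and without an animal past it in 16 and out of it in 5. These counts do not measure the size of a change.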

Other observations

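The tests on RNA integrity, library-number range, pre-IP content and RNA yield, and those on the tau construct's own enrichment, were chosen only after the result was seen.

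The noradrenergic list was enriched by the IP more in every tau animal than in every EYFP animal, a difference of 2.64 with an exact permutation p of 0.0571. Several technical explanations were examined. Without the library of lowest RNA integrity the lowest tau animal stayed above the highest EYFP animal by 0.97. Within the ranges of library numbers the smaller difference was 2.00. As tau and EYFP animals do not overlap, these values could not have come out otherwise, so each explanation was tested in a further way. The animal with the lowest RNA integrity, I, was not lower than the other EYFP animals but 0.22 above their mean, and H and K, with integrity numbers of 8.2 and 9, were within the tau range of 7.7 to 9. The mean effect of the library-number range within treatments was 0.86, and with the shares of the ranges in each treatment it would give a difference of -0.14. Each result goes against its explanation. The list differed by -0.0285 between treatments in pre-IP (exact permutation p 0.914), so the LC content of the homogenate goes against being the cause. RNA yield was undecided: the higher RNA concentration went with the lower enrichment in 5 of 9 pairs of animals of the same treatment. RNA of other cells carried into the IP was also undecided, with the oligodendrocyte list lower in tau by 0.47 (difference -0.47, exact permutation p 0.0857). The astrocyte and microglia lists each differed by -0.52 without overlap (exact permutation p 0.0571 each, 0.15 after adjustment over the 14 lists). In EYFP animals the astrocyte, microglia and oligodendrocyte lists had mean log2 ratios of 0.081, 0.068 and 0.076, so the IP did not lower them there. In tau animals the means were -0.44, -0.45 and -0.40. The pattern cannot be told apart from RNA yield or RNA of other cells. Technical explanations beyond those named were not tested. As EYFP was not analysed, whether EYFP itself affected the immunoprecipitation remains open. No biological explanation can be separated from these technical ones here.

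Other splits of the 7 animals were fitted in the same way. In IP, 2 of the 35 splits gave as many genes at unadjusted p under 0.05 as tau against EYFP. The other split set H, I, K and M against B, C and L and gave 3667 genes and 222 past the adjusted threshold, against 2336 and 0. The median over the other splits was 381.5 at unadjusted p. Since the count of 0 past the threshold is the lowest possible, 35 of 35 splits gave as many. With DESeq2, 3 of 35 splits gave as many as 320 genes, up to 1370. For the interaction 3 of 35 gave as many at unadjusted p and 35 of 35 past the threshold. In pre-IP 22 of 35 gave as many at unadjusted p and 35 of 35 past the threshold. There the split by library number gave 905 genes past the threshold and 4496 at unadjusted p, whereas in IP it gave 0 and 625. Pre-IP libraries thus differed more by library number than by treatment, and the counts of splits alone cannot tell the library number from the treatment there. With the library-number range as covariate, 0 genes passed in pre-IP and 1000 had unadjusted p under 0.05, with a smallest edgeR adjusted p of 0.328 (range over alternatives 4.09e-15 to 1.0). For the lists, 5 of 35 splits gave as many as 10 in IP and 28 of 35 as many as 3 in pre-IP, with medians of 6 and 5 over the other splits, so at the fixed inter-gene correlation the pre-IP count is common among the splits and the IP count less so. For IP against pre-IP, 1 of the 64 assignments of the fractions within animals, the real assignment, gave as many as 5828 genes, and the largest other count was 1264.

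The tau construct was less enriched by the IP than the noradrenergic list in 4 of 4 tau animals, by 1.93 ± 0.73 on the log2 scale (SD, n = 4, exact sign-flip p 0.125, the smallest that 4 animals allow). The construct rose by 6.55-fold in B, 5.42-fold in C, 1.56-fold in L and 1.06-fold in M, where Dbh rose by 118.1-fold, 109.8-fold, 54.2-fold and 8.47-fold. Reads shared with mouse Mapt go against being the cause, since the highest construct CPM of H and I was 0.549% of the lowest in a tau library. The p-value cannot decide about chance, since no result in 4 animals could have gone below 0.125. The differences were 1.98 in B, 1.19 in C, 2.91 in L and 1.62 in M, each larger than their SD of 0.73. By the outcome stated for this test, the same sign in 4 of 4 animals speaks against chance. The test had been read as undecided because of the p-value alone. By that outcome the values argue against chance for the mean of the list in these 4 animals, without a p-value that could show it. The contrast did not hold for every gene of the list. Ddc rose from 49.2 to 278 CPM in B and from 51.8 to 191 CPM in C, by a smaller factor than the construct. In L and M Ddc rose by a larger factor than the construct.

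The log2 fold changes of IP against pre-IP followed the GC content of the transcript (Spearman rho -0.36 across 18361 genes, -0.35 with the animal as a block) more than gene length (rho -0.14, -0.12 with the block). Genes are not independent replicates. A technical contribution of GC content to the IP against pre-IP differences is therefore possible, while length was undecided.

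Whether the tau against EYFP differences in IP follow the degree of noradrenergic enrichment may be asked across genes and with a covariate. Across 18800 genes the tau against EYFP change had a Spearman rho of -0.0295 with enrichment in EYFP animals alone, a test in which noise shared by the EYFP IP libraries acts against the explanation. Of the 757 genes higher in IP in EYFP animals alone, 20.3% were higher in tau, against 43.4% of all genes. With the enrichment of each animal as covariate, 849 genes (4.36%) had unadjusted p under 0.05, where chance gives 973.6. By the outcome written down beforehand this count would have spoken for the explanation. It was read as undecided after the result was seen, because enrichment does not overlap between the treatments, so the covariate and the treatment cannot be separated in these animals. With both tests undecided, the differences in tau IP cannot be told apart from the degree of noradrenergic enrichment.

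Ribosomal protein and nuclear oxidative phosphorylation genes were higher in tau. Genes matched on length, GC content and expression were higher as well, in IP by 0.34 for the ribosomal list (66.5% of the list's 0.51) and 0.38 for the oxidative phosphorylation list (84.7% of 0.45). In pre-IP the matched values were 0.0703 (43.5% of 0.16) and 0.0785 (54.7% of 0.14). Of 10000 draws of matched genes, 12 reached the ribosomal value and 1100 the oxidative phosphorylation value in IP, and 17 and 163 in pre-IP. Gene properties may thus account for much of these changes, and for the ribosomal list in pre-IP this was undecided.

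Gh, Prl, Cga and Pomc were higher in the libraries of M and of K than in every library of B, C, H and I, whereas Fshb and Tshb were so in M and not in K, an observation made after the values were seen. Like L, M and K have library numbers from 17. Gh had 557.9 CPM in pre-IP of M and 223.7 in pre-IP of K, against 4437 in L and at most 33.4 in the libraries of the other animals. Its IP level over its pre-IP level was 1.16-fold in K, 0.746-fold in L and 1.00-fold in M.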
